# RUNX1-Evi-1 fusion gene inhibited differentiation and apoptosis in myelopoiesis: an in vivo study

**DOI:** 10.1186/s12885-015-1961-y

**Published:** 2015-12-16

**Authors:** Lijing Shen, Jianyi Zhu, Fangyuan Chen, Wenjie Lin, Jiayi Cai, Jihua Zhong, Hua Zhong

**Keywords:** RUNX1-Evi-1, Zebrafish, Myelopoiesis, Apoptosis, Valproic acid

## Abstract

**Background:**

Acute myeloid leukemia (AML) 1-Evi-1 is a chimeric gene generated by the t (3; 21) (q26; q22) translocation, which leads into malignant transformation of hematopoietic stem cells by unclear mechanisms. This in vivo study aimed to establish a stable line of zebrafish expressing the human RUNX1-Evi-1 fusion gene under the control of a heat stress-inducible bidirectional promoter, and investigate its roles in hematopoiesis and hematologic malignancies.

**Methods:**

We introduced human RUNX1-Evi-1 fusion gene into embryonic zebrafish through a heat-shock promoter to establish Tg(RE:HSE:EGFP) zebrafish. Two males and one female mosaic F0 zebrafish embryos (2.1 %) were identified as stable positive germline transgenic zebrafish.

**Results:**

The population of immature myeloid cells and hematopoietic blast cells were accumulated in peripheral blood and single cell suspension from kidney of adult Tg(RE:HSE:EGFP) zebrafish. RUNX1-Evi-1 presented an intensive influence on hematopoietic regulatory factors. Consequently, primitive hematopoiesis was enhanced by upregulation of gata2 and scl, while erythropoiesis was downregulated due to the suppression of gata1. Early stage of myelopoiesis was flourishing with the high expression of pu.1, but it was inhibited along with the low expression of mpo. Microarray analysis demonstrated that RUNX1-Evi-1 not only upregulated proteasome, cell cycle, glycolysis/gluconeogenesis, tyrosine metabolism, drug metabolism, and PPAR pathway, but also suppressed transforming growth factor β, Jak-STAT, DNA replication, mismatch repair, p53 pathway, JNK signaling pathway, and nucleotide excision repair. Interestingly, histone deacetylase 4 was significantly up-regulated. Factors in cell proliferation were obviously suppressed after 3-day treatment with histone deacetylase inhibitor, valproic acid. Accordingly, higher proportion of G1 arrest and apoptosis were manifested by the propidium iodide staining.

**Conclusion:**

RUNX1-Evi-1 may promote proliferation and apoptosis resistance of primitive hematopoietic cell, and inhibit the differentiation of myeloid cells with the synergy of different pathways and factors. VPA may be a promising choice in the molecular targeting therapy of RUNX1-Evi-1-related leukemia.

## Background

RUNX1-Ecotropic viral integration site (Evi)-1 chimeric gene is generated by the t(3;21)(q26;q22) translocation and plays a pivotal role in progression of different hematopoietic stem cell malignancies [myelodysplastic syndrome (MDS), chronic myelogenous leukemia to acute blastic crisis phase, and acute myelogenous leukemia (AML)]. RUNX1, also named AML1, is essential for hematopoietic cell development in fetal liver as well as lineage-specific differentiation in adult liver. Point mutations of RUNX1 are relatively common in M0AML (12-33 %), MDS (23 %), and therapy-related and radiation-associated MDS/AML (38-46 %) [1]. Evi-1 is a nuclear transcription factor that plays an essential role in the regulation of hematopoietic stem cells. Aberrant expression of Evi-1 has been reported in up to 10 % of patients with AML, which can predict poor outcome as a diagnostic marker [2]. However, bone marrow cells of murine transduced with Evi-1 alone cannot cause leukemia [3], while deletion of RUNX1 alone does not immortalize bone marrow cells [4], which suggest that both suppression of RUNX1 and activation of Evi-1 are required for RUNX1-Evi-1 leukemogenesis. It could be assumed that RUNX1-Evi-1 shares several molecular processes with wild-type Evi-1 and RUNX1 is more widely expressed in hematopoietic cells than Evi-1, it causes activation of Evi-1 function in hematopoietic cells, thus enhance cellular proliferation.

Evi-1 protein has two separate Cys_2_His_2_-type zinc finger domains. In RUNX1-Evi-1 chimeric protein, the N-terminal half of RUNX1 including a runt homology domain (RHD) is fused to the entire zinc-finger Evi-1 (Fig. 1). Takeshita et al. demonstrated that the entire sequence of Evi-1 was required for transformation of primary bone marrow leukemia cells by RUNX1-Evi-1 [5]. Mice transplanted with RUNX1-Evi-1 retroviral transduced bone marrow cells suffered from an AML 5–13 mo after transplantation. The disease could be readily transferred into secondary recipients with a much shorter latency [6]. In another distinct BMT mouse model, Evi-1 seemed to collaborate with an RUNX1 mutant harboring a point mutation in the Runt homology domain (D171N) to induce with an identical phenotype characterized by marked hepatosplenomegaly, myeloid dysplasia, leukocytosis, and biphenotypic surface markers [7]. However, all of these sick mice died soon after transplantation, and generation of transgenic offspring to carry on the follow-up study is impossible.

**Fig. 1:**
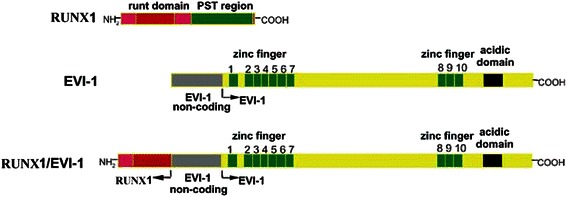
Schematic structure of wild-type RUNX1, Evi-1 and RUNX1/Evi-1 [30]. Wild-type RUNX1 possesses RHD at the N-terminus and PST region at the C-terminus. In RUNX1/Evi-1, N-terminal RUNX1 sequences are abruptly interrupted at the end of the RHD and followed by almost the entire coding region of Evi-1, including Evi-1 noncoding region, the first zinc finger domain, the second zinc finger domain, and an acidic (acidic amino acid-rich) domain are shown by boxes

Zebrafish (Danio rerio) hematopoiesis shows anatomic, physiologic, and genetic conservation with that of humans [8]. Furthermore, ectopic expression of human or murine oncogenes driven by specific promoters in zebrafish has been shown to faithfully develop leukemia closely parallel to the human leukemia subtypes [9]. Finally, the efficient reproduction and rapid development of zebrafish embryos allow it to become a convenient model to investigate tumor development and dissemination in real time even without sacrificing the animals.

In this study, we established a stable line of zebrafish expressing the human RUNX1-Evi-1 fusion gene under the control of a heat stress-inducible bidirectional promoter to examine its roles in hematopoiesis and hematologic malignancies. Interestingly, the phenotypes of these fish resembled to those of the human’s MDS-RAEB or AML. This transgenic strategy was based on previous studies [6, 10].

## Methods

This study was approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Research Center for Model Organisms in China (approved ID: 2010–0010).

### Plasmid construction

The cDNA of human AML1(RUNX1)-Evi-1 was identified and obtained from the SKH-1 cell line and inserted into the EcoRI site of pME18S, named as pME-AE (generous gift from Motohi Ichikawa) [5]. It was subcloned into EcoRI and EcoRV (Takara, Japan) sites of the pSGH2 vector [10], which contains eight HSE sequence (AGAACGTTCTAGAAC) and EGFP segment. Then, we obtain the hRUNX1-Evi-1-HSE-EGFP insert construct (Fig. 2a), HSE allows the symmetrical addition of a CMV minimal promoter to both ends in order to drive the expression of two interested genes (EGFP at one side and hRUNX1-Evi-1 at the other side) flanked by 5 V and 3 V globin UTRs and SV40 polyadenylation (pA) signal (I-SceI meganuclease recognition sites) (Fig. 2b).

**Fig. 2:**
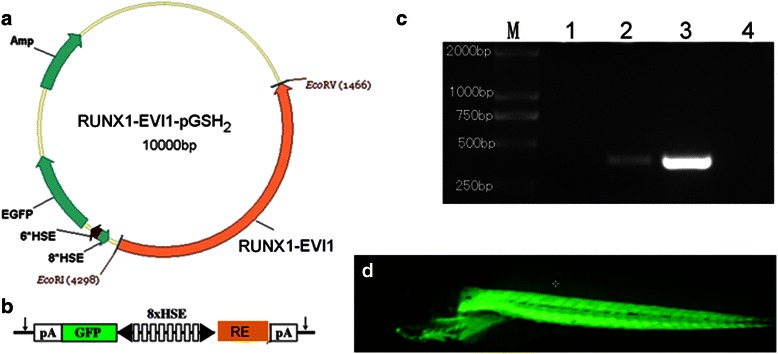
Generation of Tg(RE:HSE:EGFP) zebrafish line. (**a**) Schematic diagram of the structure of PSGH2/RUNX1-Evi-1 recombinant plasmid. A human-RUNX1-Evi-1 fragment was cloned into the EcoRI and EcoRV sites of the PSGH2 vector. (**b**) A schematic presentation of the eight multimerized heat shock element (HSE) promoter, which is flanked by two minimal promoters in opposed orientation (black arrowhead) to bidirectionally induce EGFP and RUNX1-Evi-1 expression. The vector is flanked by I-SceI meganuclease sites (arrows). pA, SV40 polyadenylation signal. (**c**) Transgenic verification by PCR: M: TAKARA DL2000 marker; lane 1 and 2: wild type and Tg(RE:HSE:EGFP) zebrafish larvae at 3 dpf, respectively; lane 3: PSGH2/RUNX1-Evi-1 plasmid; lane 4: double distilled water. (**d**) EGFP expression in Tg(RE:HSE:EGFP) zebrafish F2 generation at 3dpf (×4)

### Generation of the Tg(RE:HSE:EGFP) zebrafish line

Zebrafish was maintained as described by Westerfield [11]. Developmental stages refer to hours or days post fertilization (hpf or dpf). Fertilized wild type (WT) AB fish eggs were microinjected through the chorion into the cytoplasm at the one-cell stage of development according to our previous work [12]. The pSGH2-hRUNX1-Evi-1 plasmid was co-injected with I-SceI meganuclease enzyme (0.5 units/μL) (New England Bio Labs). A pressure injector (IM-300, NARISHIGE) was used with borosilicate glass capillaries. After injection, the embryos were collected in Petri dishes and incubated at 28 °C. Heat shock was executed at 38 °C for 1 hour at between 14 to 18 hpf to induce EGFP and RUNX1-Evi-1 expression. EGFP+ fish were screened under the fluorescent microscope on the next day and bred up to sexual maturity, then crossed with the WT AB fish. The transgenetic (Tg) offspring also received heat shock for an hour to induce the target genes expression.

### Real-time quantitative reverse transcription PCR (qRT-PCR) and western blot analysis

QRT-PCR was performed as described previously [11]. It was performed using 400 ng of cDNA templates in an ABI StepOnePlus System (Applied Biosystems, USA). PCR primers were designed to span introns and listed in Table 1. Measured cycle threshold (Ct) values represent log2 expression levels. Each target gene was normalized to β–actin and calculated using the 2-ΔΔCT method [13]. Deyolking embryos and protein immunoblotting were performed as described [14]. Anti-JNK (No.9252) and anti-actin antibodies were purchased from Cell Signaling Technology (Beverly, MA). Anti-p-JNK (No.sc-12882) was purchased from Santa Cruz Biotech (USA).

**Table 1:** RT-PCR Primers

Name	Forward primer	Reverse primer	Product (bp)
RUNX1-Evi-1	ATATCGCTGCGAAGACTGTGACCA	TGAAGGTTGCTAGGGTCCGTGAAA	381
scl	GAACAGTATGGGATGTATCCTAGC	CGTTGAGGAGCTTAGCCAGA	265
lmo2	ACACTGGAGGCAAATGAGGAG	AGTAAAGCCTGCGTCCCACC	193
gata2	CTGCCAGACAACCACGACC	CCAGATCGTTTACTCCTCTTGG	180
gata1	CCATCGTATTATTCCACCAGC	GGATGTGGGGTTGTAGGGAG	159
pu.1	TCCCAGCAGTCGTAGTCCTC	CCATTTCGCAGAAGGTCAA	141
mpo	GGGTTGACCACGATCTGACT	CAGGGAGACAGGTGTTAGGG	159
c-myb	GGCAGAAAGTCCTCAACCC	ATCGGTTTCCAAGTTTCTCG	252
runx1	TGGGACGCCAAATACGAAC	AGGACGGAGCAGAGGAAGTT	227
P21	GAACGATGTGCTGCACTCCC	TGTCAATAACGCTGCTACGAGAC	236
P27	CGACTGTAGGGTAACGGAGCA	GGGTGTCGGACTCAATGGTT	178
P53	CGGCGATCATGGATTTAGGC	TTCAGCCACATGCTCGGACT	202
ras	GTCCACGATGAATCCCGAATA	TCTCCTGCCCTGCTGTATCC	212
Bax	ACAGGGATGCTGAAGTGACC	GAAAAGCGCCACAACTCTTC	236
Bcl2	AACGCGAATTTGAGGAAATG	TATCTACCTGGGACGCCATC	189
JNK	AACAGGAATAAGCGCGAGAA	TTGTGGTTGACGCATTTCAT	245
JUN	AAACAGCGCTTTCTCTCAGC	TGATCATGCCGTTGCTAGAC	221
skp2	ATCTGGGACTGAGCCGTTGT	GAGAACGGCTGCGTGTTGAT	166
Caspas3	AGGCTTGTCGAGGAACAGAA	CATGATCTGCAAGAGCTCCA	233
smad7	GGTTCTGTGCCTGCTTCCA	TGCCCTGAGGTAGGTCGTAGA	202
smad4	AGACCTCCACATACCACCACA	GTCCATCTCGAAGTAGGCAAT	221
β-actin	CCTGACCGAGAGAGGCTACA	CGCAAGATTCCATACCCAAG	242

### *In situ* hybridization

Whole-mount *in situ* hybridization was performed with digoxigenin-labeled (Roche) antisense riboprobes for hematopoietic transcription factors (scl, lmo2, gata1, pu.1, mpo) according to our previous work [15].

### Cytological analysis

After transferred into 50 mg/L tricaine for 1 ~ 3 min, blood was harvested from zebrafish by making a lateral incision just posterior to the dorsal fin in the dorsal aorta area and used in preparing blood smears [16]. Slides were then stained with Wright Giemsa stain and examined under oil immersion by light microscopy. Identification of zebrafish peripheral blood cells was based, in part, on previous descriptions of teleost blood cells [17]. Single cell suspensions of kidney were collected and filtered by 40 μm mesh, than stained by the same method.

### Microarray analysis

The WT and Tg(RE:HSE:EGFP) F2 generation embryos were heated shocked at 38 °C for 1 hour at 16 hpf, then raised to 3 dpf. Total RNAs were isolated with Trizol (Invitrogen). The samples were processed and subsequently analyzed in triplicate on Zebrafish Oligo Microarrays (Agilent Technologies Italia, Italy) which contain 43,554 sets of probes. The microarrays were scanned in an Agilent DNA Microarray Scanner and the images were processed using Feature Extraction software. Functional annotation analysis was performed using NIH-DAVID software (version 6.7) to find the most relevant Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with differentially expressed genes (DEGs) [18]. For this purpose, the significance p-value threshold was set as <0.01, with Bonferroni multiple testing correction (<0.01).

### Drug administration

Valproic acid (VPA, CAS Number: 1069-66-5, Sigma-Aldrich Co. LLC., USA) was dissolved with DMSO and then diluted into different concentrations of 5, 10, 25, 50, 100, 250, 500 μM (DMSO < 0.2 % in each to avoid the toxicity of DMSO [19]) in egg water. 30 embryos were maintained in individual wells in 12-well microtitre plates at 28 °C from 14 hpf. At 24 and 48 hr after VPA treatment, larvae were collected for LD50 confirmation and gene screen.

### FACS profile analysis

Tg(RE:HSE:EGFP) larvae were crushed and cell suspensions were homogenized in ice-cold 0.9× phosphate-buffered saline (PBS) containing 5 % fetal bovine serum, and then passed through a 40 μm filter to obtain a single cell suspension. These single cells treated with red blood cell lysis solution and washed once with PBS, stained with Propidium Iodide (Sigma-Aldrich) at a final concentration of 1 μg/mL and analyzed by fluorescence-activated cell sorting (BD FACS ARIA II SORP, USA) to investigate apoptosis in RUNX1-Evi-1 positive cells.

### Statistical analysis

Data were analyzed on GraphPad Prism 5 using one-way ANOVA and unpaired Student’s t test. Differences were considered significant at p values of less than 0.05.

## Results

### Establishment of Tg(RE:HSE:EGFP) zebrafish line

About 40 % of the embryos injected with the pSGH2-RUNX1-Evi-1 plasmid exhibited EGFP+ expression after heat shock at 38°Cfor an hour. The adult EGFP+ fish was crossed with the WT fish. The Tg(RE:HSE:EGFP) F0 founders with the highest germline transmission rate were identified on the basis of fin genotyping (Fig. 2c-d) and EGFP expression of the F1 offspring after the same heat shock treatment. Three of 146 (2.1 %) mosaic F0 zebrafish were identified as the stable germline Tg zebrafish, including 2 males and 1 female. The Tg F1 generation were mated to create homozygous Tg(RE:HSE:EGFP) line. The EGFP+ frequency of F2 offspring reached to 75 % after heat shocked.

### RUNX1-Evi-1 induced immature hematopoietic cells emerged in blood circulation

Using Wright Giemsa staining, peripheral blood from WT zebrafish at 60 dpf contained clusters of erythrocytes, while myeloid cells were only occasionally observed (Fig. 3a). In contrast, the blood cells from the Tg(RE:HSE:EGFP) fish contained some blast-like cells, which were larger than the erythrocytes and had high nuclear to cytoplasmic ratios with multiple large nucleoli. These cells resembled to human AML blasts. Meanwhile, erythrocytes were significantly inhibited (Fig. 3b). The similar feature presented in single cell suspensions of kidney from WT and Tg F2 generation (Fig. 2c-d).

**Fig. 3:**
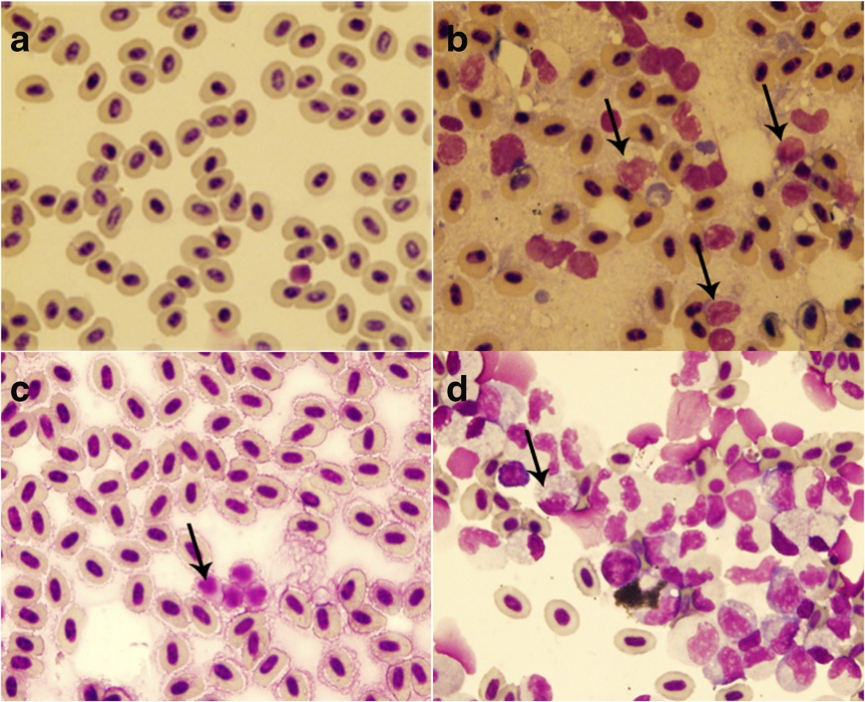
Cytological analysis of Tg(RE:HSE:EGFP) zebrafish. Cytology of hematopoietic cells from WT (**a**) and Tg(RE:HSE:EGFP) F2 generation (**b**) zebrafish at 60 dpf. The blood cells from WT fish were predominantly erythrocytes, and by contrast, erythrocytes were significantly inhibited in Tg(RE:HSE:EGFP) fish, enriched for abundant blast-like cells, which are larger than the erythrocytes and have high nuclear to cytoplasmic ratios, containing multiple large nucleoli (black arrow). These blasts were similar to that of human AML peripheral blood. The similar feature presented in single cell suspensions of kidneys from WT (**c**) and Tg F2 generation (**d**)

### RUNX1-Evi-1 reprogrammed lineage-specific hematopoietic transcription factors

Similar to mammalian, zebrafish also experienced a primitive wave and a definitive wave of hematopoiesis. From the 2 somite stage, cells co-expressing stem cells transcription factor (scl), gata2 and LIM only protein 2 (lmo2) transcription factors bilaterally appeared in both the anterior lateral mesoderm (ALM) and the posterior lateral mesoderm (PLM). They have the potential to become HSCs, but not kidney progenitors [20]. The expression of scl, lmo2, and gata2 were measured by qRT-PCR and *in situ* hybridization in WT and Tg(RE:HSE:EGFP) F2 generation embryos at 12hpf, 18hpf and 24 hpf. Scl was slight higher expression in Tg embryos than that in WT at 24hpf (0.329 ± 0.066 *vs* 0.547 ± 0.096, P = 0.032) (Fig. 4a, i-j). No significant difference of lmo2 expression between WT and Tg(RE:HSE:EGFP) zebrafish was identified (Fig. 4b, k-l). Gata2 was upregulated compared to WT counterpart at 18 hpf (1.180 ± 0.075 *vs* 1.426 ± 0.066, P = 0.013) and 24 hpf (1.211 ± 0.045 *vs* 1.965 ± 0.144, P = 0.001) (Fig. 4c, m-n).

**Fig. 4:**
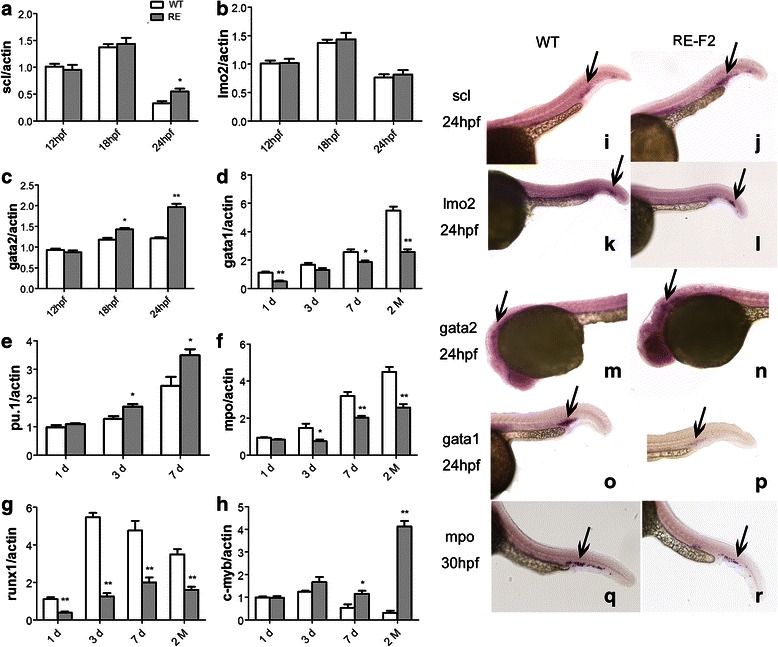
RUNX1-Evi-1 reprogrammed lineage-specific hematopoietic transcription factors. Scl (**a**), lmo2 (**b**) and gata2 (**c**) were detected by qRT-PCR in WT, and Tg(RE:HSE:EGFP) F2 generation embryos at 12 hpf, 18 hpf and 24 hpf. Gata1 (**d**), pu.1 (**e**), mpo (**f**), runx1(**g**), and c-myb (**h**) expressed in WT, Tg F2 zebrafish at 1 dpf, 3 dpf, 7 dpf and 60 dpf. Compared with WT, scl, gata2, pu.1, and c-myb were up-regulated, while gata1, mpo, and runx1 were down-regulated in Tg fish. *In situ* hybridization of scl (**i**-**j**), lmo2 (**k**-**l**), gata2 (**m**-**n**), and gata1 (**o**-**p**) at 24hpf and mpo (**q**-**r**) at 30hpf in WT and Tg F2 embryos demonstrated the same tendency. *P < 0.05; **P < 0.01

**Fig. 5:**
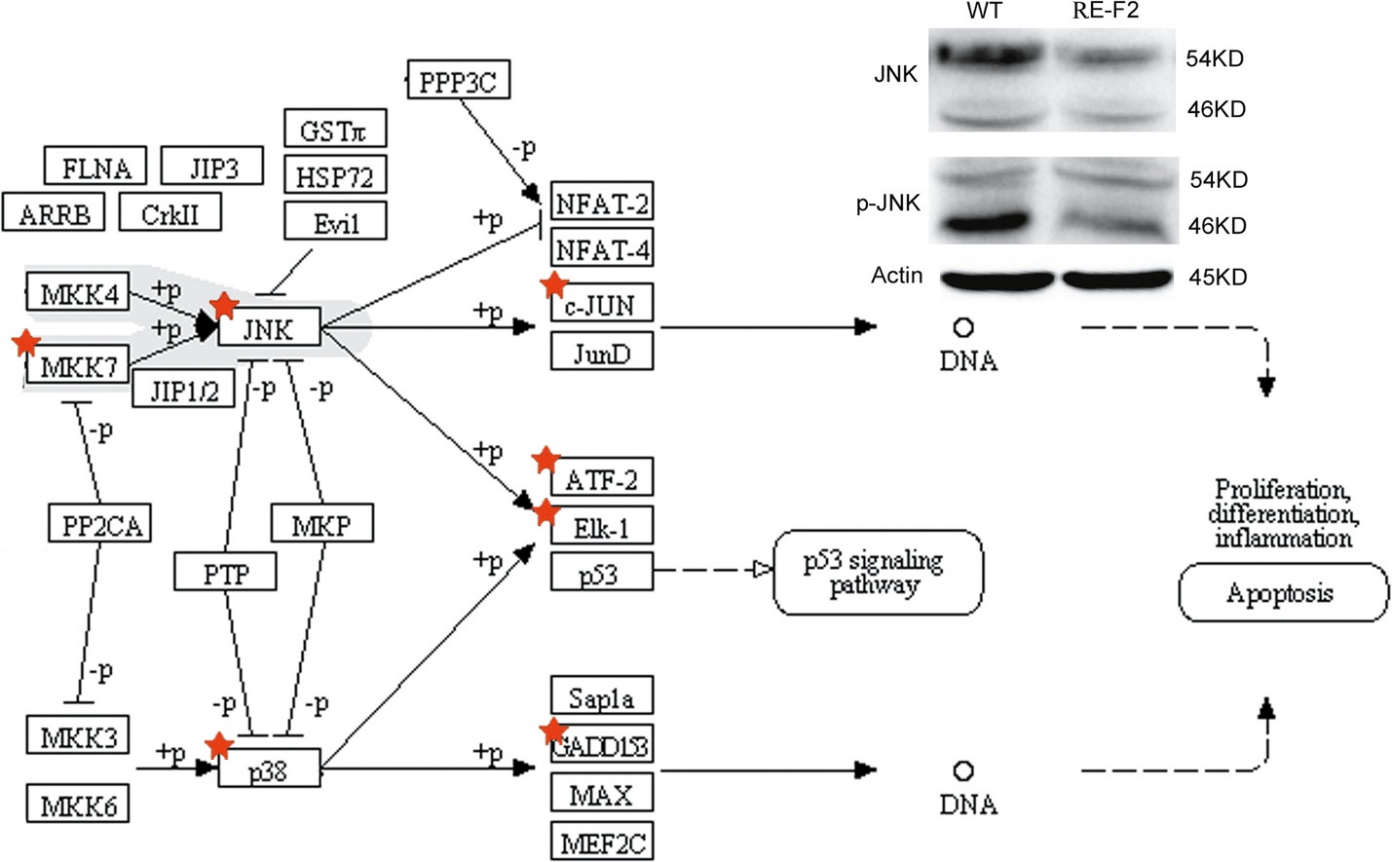
DEGs involved in JNK pathway in Tg(RE:HSE:EGFP). Using Agilent microarray analysis, compared with WT at 3dpf, it showed that RUNX1-Evi-1 could down-regulate some crucial genes in JNK pathway, including c-JUN, ATF-2, Elk-1, and GADD153. MKK7 is a functional gene in MAPK pathway, which was also down-regulated in this model. The signaling pathways were analyzed and summarized by NIH-DAVID software (in KEGG) and the differentially expressed genes were marked with red star in the automatically generated figure. Western blot was further confirmed that JNK and cleaved p-JNK expression were inhibited in Tg(RE:HSE:EGFP) F2 generation

Gata1 and pu.1 is the master regulator in erythrocyte and myeloid cell development involved in primitive hematopoiesis, respectively. In zebrafish, gata1 is expressed from the 5 somite stage in the PLM. According to the results in WT and Tg embryos at 1 dpf (1.114 ± 0.126 *vs* 0.493 ± 0.097), 3 dpf (1.674 ± 0.237 *vs* 1.308 ± 0.236), 7 dpf (2.565 ± 0.321 *vs* 1.863 ± 0.192), and 60 dpf (5.496 ± 0.470 *vs* 2.573 ± 0.328). It was demonstrated that the levels of gata1 significantly decreased in Tg embryos (Fig. 4d, o-p). Pu.1 is expressed from the 6 somite stage in the ALM. Compared with WT, its expression was upregulated in Tg groups at 3 dpf (1.274 ± 0.165 *vs* 1.702 ± 0.155) and 7 dpf (2.432 ± 0.540 *vs* 3.496 ± 0.367) (Fig. 4e).

Like in mammals, the first definitive HSCs of zebrafish arise from the ventral region of the dorsal aorta, and express runx1 and c-myb transcription factors. Unlike primitive HSCs, definitive HSCs have the potential to become all blood lineages including lymphocytes. Runx1 were dramatically downregulated in Tg(RE:HSE:EGFP) embryos at 1 dpf (1.114 ± 0.156 *vs* 0.393 ± 0.099), 3 dpf (5.474 ± 0.402 *vs* 1.256 ± 0.296), 7 dpf (4.765 ± 0.892 *vs* 1.996 ± 0.470), and 60 dpf (3.496 ± 0.470 *vs* 1.609 ± 0.274) (Fig. 4g). Whereas, the expression of c-myb, whose expression is predominantly present in immature hematopoietic cells and decreases during cell differentiation, did not decrease with cell growth and differentiation in Tg fish at 60 dpf (0.314 ± 0.158 *vs* 4.122 ± 0.419, P = 0.000) (Fig. 4h). It was indicative of a large number of immature blood cells accumulating in blood circulation.

As the downstream gene of pu.1, myeloperoxidase (mpo) was the granulocyte specific gene and considered as the symbol of mature neutrophils, whose expression was firstly detected in between 18 and 20 hpf with the distribution from the intermediate cell mass (ICM) to rostral blood island (RBI). In Tg fish, the mpo expression obviously reduced at 3 dpf (1.474 ± 0.402 *vs* 0.753 ± 0.158), 7 dpf (3.199 ± 0.373 *vs* 2.029 ± 0.173), and 60 dpf (4.496 ± 0.470 *vs* 2.576 ± 0.325) (Fig. 4f, q-r). It’s not enough to support the myeloid cells’ further development and differentiation.

### RUNX1-Evi-1 changed multiple transcriptional pathways in transgenic larvae

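For the microarray experiment, RNA came from WT embryos and from embryos of the F2 generation of Tg(RE:HSE:EGFP). This line was made to carry the human RUNX1-Evi-1 fusion gene and EGFP under a bidirectional heat shock promoter. The paper gives 75% of the F2 offspring as EGFP-positive after heat shock, and its microarray methods describe no selection by EGFP. According to the paper's methods, the embryos were heat shocked at 38 °C for 1 hour at 16 hpf and raised to 3 dpf. The sample labels place both arrays at 72 hpf and give a range of hours around 16 hpf for the heat shock, while the description of the series can be read as counting the 72 hours from the heat shock. Neither the methods nor the labels describe a separation of blood cells before the extraction. The values are therefore read here as those of total RNA of embryos, with all tissues in it, although the paper's results speak of blood cells. The paper states that the samples were analysed in triplicate. Here 1 array per group was analysed, both labelled replicate 1, and whether each holds the mean of several arrays is not given in the sources used here. With 1 array per group no spread between embryos or arrays can be had, so no p-value is given, the number of arrays limits the precision of every value, and batch and group cannot be told apart. The authors labelled the cRNA with Cy3, hybridized it to Agilent zebrafish oligo arrays, scanned them and read the images with Feature Extraction. The files hold 1 normalized log2 signal for each of 43553 probes on each array, with no control spots and no flags for background or saturation, and how the signals were normalized is not given in the sources used here. Values of equal rank on the 2 arrays lay within 0.026 log2 units of each other at 99% of the ranks, as they do after quantile normalization. The arrays had medians of 7.18 (WT) and 7.17 (Tg), and Pearson's r between them was 0.980 across probes, which are not independent replicates. From these values each array's 75th percentile was subtracted, which moved every difference by -0.001, and each gene was read from its probe with the highest mean signal. A probe counted as above background when its signal passed the 95th percentile of 182 probes for odorant, taste and trace amine receptors, genes used by few cells of the embryo. This limit was chosen after seeing the data, and it was 6.69 on both arrays. It left 57.5% of the probes above background on the WT array and 57.7% on the Tg array. Of 27426 genes and unnamed targets, 16374 were above background on at least 1 array, 14632 of them on both. Lists of genes for pathways and cell types, and the rule for the genes to be named, were set before the data were examined. The median log2 difference of each list was ranked among 10000 random lists of the same size and brightness, and a list was said to stand apart at a percentile of 2.5 or less, or equally far into the upper tail.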

Using Agilent microarray analysis, we obtained a total of 578 DEGs in the blood cells of Tg(RE:HSE:EGFP) F2 generation *vs* WT larvae at 3dpf. 

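Signed values here are the array labelled Tg(RE:HSE:EGFP) minus the array labelled WT, and since this direction opposes the study's for hdac4 and h1fx of Table 3, the arrays are named by their labels. At a threshold of 2-fold, 770 genes were higher on the array labelled Tg and 576 were lower. The largest difference toward the array labelled Tg among named genes above background on both arrays was 30.0-fold, for sncga, which encodes a gamma-synuclein. Its log2 level was 9.37 on the array labelled WT and 14.28 on the array labelled Tg, and its other probe differed by 4.84. Of the 10 highest genes, 5 encode crystallins of the lens, from crygm2d16 (8.52-fold) over crygm2b (9.13-fold), crygm2f (9.34-fold) and crygm2d18 (9.68-fold) to crygm2e (10.7-fold). A dim probe of crygm2f, not above background on either array, differed by 0.08. The others were msrb2, a methionine sulfoxide reductase (14.7-fold), the matrix proteoglycan gene aspn (10.0-fold), ttc36 (9.73-fold) and clu, which encodes the extracellular chaperone clusterin (9.22-fold). The other msrb2 probes differed by 3.56 on the log2 scale, for a probe not above background on the array labelled WT, and by 0.60. On the array labelled WT, egln3, a prolyl hydroxylase of the hypoxia-inducible factors, was 31.3-fold higher, and its other probe, not above background on the array labelled Tg, differed by -3.20. Higher there as well were prtga, a receptor of the immunoglobulin superfamily (10.3-fold), the transglutaminase gene tgm1l4 (7.36-fold), ppp1r15a, a phosphatase subunit of the stress response (6.24-fold), znf395a (6.13-fold) and xirp1, an actin-binding protein of muscle (5.61-fold). The genes nxn (63.8-fold), hapstr1a (11.3-fold) and slc8a4b (8.01-fold), also higher on the array labelled WT, each rest on 1 probe. For cyp11a1.1, the enzyme that begins steroid synthesis, the brightest probe was 11.1-fold higher there, and its other probes were too dim to show such a change, with -0.84 for the 1 above background on the array labelled WT. Some genes were above background on 1 array alone, which gives a bound: the measured signal over the higher of the other array's lowest signal above background and the probe's own. On the array labelled Tg these were ngs of the notochord (at least 15.8-fold higher), the cartilage proteoglycan gene epyc (at least 14.9-fold), psmb11a (at least 7.44-fold), mmp23a (at least 7.04-fold, with 2 dimmer probes at 0.16 and 0.02) and the crystallin gene crygm3 (at least 6.86-fold). On the array labelled WT they were has3, a hyaluronan synthase with 1 probe (at least 86.6-fold higher), gad1b, the enzyme of GABA synthesis (at least 30.1-fold, by 1 probe, its others being dim and not above background on that array), the urate oxidase gene uox (at least 4.62-fold, with a dim probe at 0.24), tas2r202 (at least 3.45-fold, with a dim probe at 0.48), itself of the taste receptor genes whose probes set the background limit, and msgn1, a transcription factor of the presomitic mesoderm (at least 3.25-fold). Of 6645 genes with at least 2 probes above background on 1 array or more, 286 were at least 2-fold higher and 262 lower by the brightest probe. By all of these probes it was 118 and 71. A probe above background on 1 array alone was called by its bound, so a dim one could miss 2-fold whatever its measured difference. With the background limit at the 99th percentile of the receptor probes, 479 genes were higher, a setting chosen, like the agreement of probes, after seeing the data.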

There were 348 genes upregulated and 230 genes downregulated (2-fold change in expression, *P* < 0.01). 

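Genes of metabolic and signaling pathways were grouped into 21 lists written from textbook knowledge, so their members are not those of the study. Drug metabolism and the metabolism of xenobiotics share 1 list, and JNK signaling is not among the 21, since its genes were read from the boxes of Fig. 5. The median difference of 9 of the 21 lists stood apart from random lists. Genes of androgen and estrogen metabolism had a median difference of 0.39 over 20 genes above background (percentile 99.8), or 0.32 with genes above background on 1 array at their bound, and 0.18 over 27 genes with no filter on dim probes (percentile 97.8). Of the 20 genes 2 were at least 2-fold higher on the array labelled Tg and 2 were lower, against 1 and 1 with the mean over probes, and 1 was higher over genes above background on both arrays or with the higher background limit. The largest difference was that of cyp11a1.1 (-3.47), read from its brightest probe, its others being dim. In this list hsd11b2, which inactivates cortisol, was at 1.77 and the dehydrogenase gene hsd17b8 at 0.60, while cyp17a1, needed for androgen synthesis, was at -1.03. Genes of butanoate metabolism, which uses short-chain fatty acids and ketone bodies, had a median of 0.25 over 20 genes (percentile 97.6). Of these, 3 were at least 2-fold higher on the array labelled Tg, among them acads (1.25), which oxidizes short-chain acyl-CoA, and 2 were lower, oxct1a (-1.13), which activates ketone bodies, and gad1b, which rests on 1 probe. Over genes above background on both arrays, and with the mean over probes, 2 were higher and 1 was lower. This list no longer stood apart with no filter on dim probes (percentile 95.4) or with the higher background limit (percentile 96.2). Lists of homologous recombination (-0.24, percentile 4.67), base excision repair (-0.20, percentile 7.89), spliceosome (0.04, percentile 87.5), retinol metabolism (0.04, percentile 73.0) and porphyrin metabolism (-0.23, percentile 5.82) did not stand apart. The porphyrin median was -0.08 with the mean over probes (percentile 24.9) and, in settings chosen after seeing the data, with the higher background limit (percentile 30.2) and with the probe nearest each gene's median (percentile 27.0). In porphyrin metabolism, cpox (-1.49), urod (-1.30) and hmbsa (-1.16), enzymes of heme synthesis, were each more than 2-fold lower on the array labelled Tg, and gusb was at -1.72. The list of erythrocyte genes, which shares 5 genes with porphyrin metabolism, had a median of -0.54. In homologous recombination rad50, of the complex that senses DNA breaks, was at -1.07, and with the probe nearest each gene's median, a setting chosen after seeing the data, that list stood apart at a percentile of 2.39. Among retinol genes rpe65a, the isomerase of the visual cycle, was at 1.45 and the retinol dehydrogenase gene rdh8b at -1.27.

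**Figure D1:**
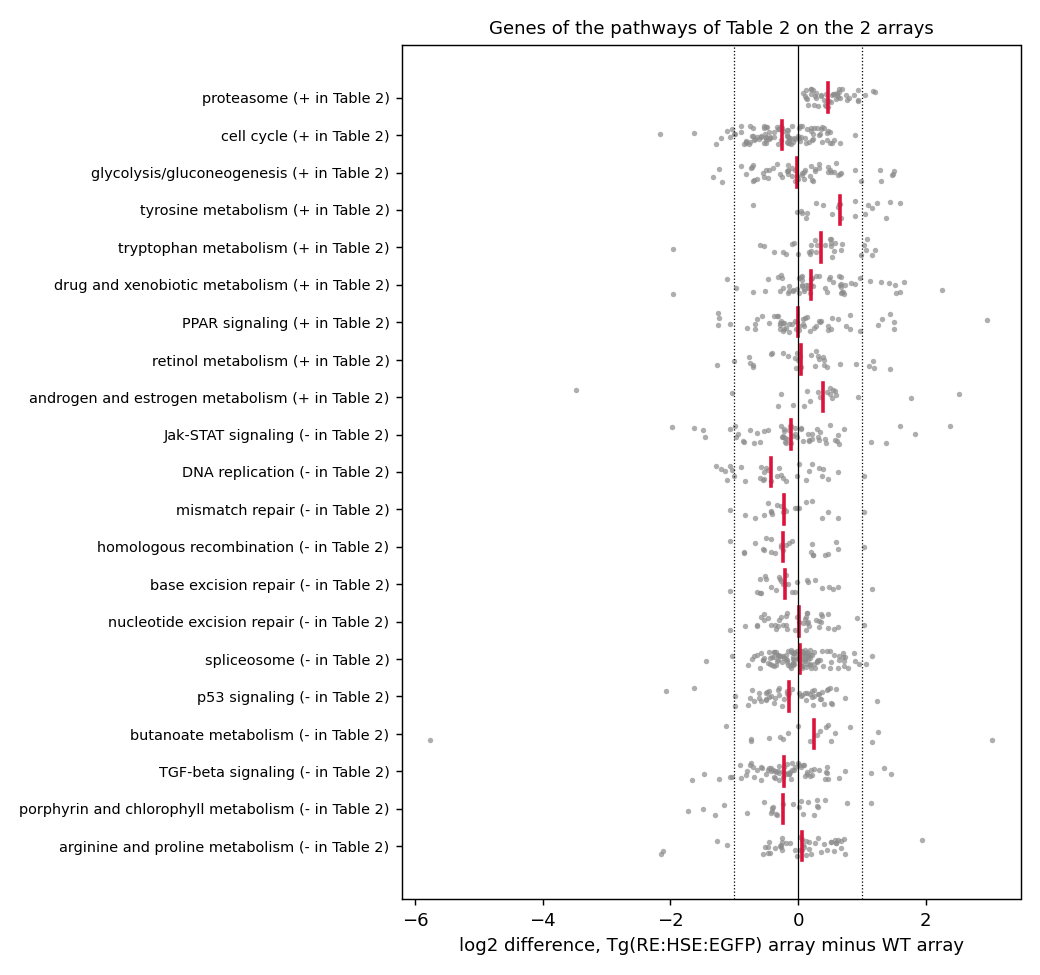
Differences of the genes of 21 lists for pathways of Table 2 between the 2 arrays, with drug and xenobiotic metabolism in 1 list and JNK signaling left out. Each gray point is 1 gene above background on at least 1 array, placed on the horizontal axis by its measured log2 difference (array labelled Tg(RE:HSE:EGFP) minus array labelled WT), each red bar is the median of a list, and the dotted lines mark 2-fold in either direction. The sign after each pathway is the one Table 2 gives it. The medians run from DNA replication at -0.43 to tyrosine metabolism at 0.65, and most genes lie between the dotted lines.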

Analyzed by NIH-DAVID software, several KEGG pathways were significantly enriched (*P* < 0.01, Benjamini < 0.01) (Table 2) (GSE74944).

**Table 2:** Change of signaling pathways in Tg(RE:HSE:EGFP) zebrafish

Term	Regulate	Count^a^	%^b^	*P*-Value	Benjamini
Proteasome	+	11	1.3	2.6E-9	2.8E-7
Cell cycle	+	28	2.2	5.3E-8	3.7E-6
Glycolysis/Gluconeogenesis	+	16	1.0	8.5E-6	7.0E-5
Tyrosine metabolism	+	10	0.9	9.1E-6	3.9E-5
Tryptophan metabolism	+	8	0.9	1.6E-5	4.1E-4
Drug metabolism	+	7	0.8	5.1E-5	7.6E-3
Metabolism of xenobiotics by cytochrome P450	+	7	0.8	5.1E-3	7.6E-2
Androgen and estrogen metabolism	+	8	0.9	7.0E-3	8.0E-2
PPAR signaling pathway	+	6	0.7	7.2E-3	7.4E-2
Retinol metabolism	+	4	0.5	8.4E-3	7.5E-2
Jak-STAT signaling pathway	-	14	2.4	6.8E-10	8.3E-8
DNA replication	-	15	1.1	3.5E-9	3.0E-7
Mismatch repair	-	8	0.9	4.5E-7	1.8E-6
Homologous recombination	-	12	0.9	8.9E-7	3.5E-5
Base excision repair	-	12	1	2.7E-6	4.7E-5
Spliceosome	-	22	1.6	2.9E-5	4.4E-4
Nucleotide excision repair	-	18	1.2	6.3E-5	4.3E-4
p53 signaling pathway	-	16	1.3	3.8E-4	8.3E-3
JNK signaling pathway	-	7	1.2	4.0E-4	8.7E-3
Butanoate metabolism	-	4	0.7	4.1E-4	2.7E-3
Transforming growth factor β	-	14	1.1	6.3 E-4	7.3 E-3
Porphyrin and chlorophyll metabolism	-	4	0.7	7.4E-4	7.8E-3
Arginine and proline metabolism	-	5	0.9	7.8E-4	8.0E-3

+: upregulated; −: downregulated. ^a^: genes involved in the term. ^b^: involved genes/total genes

*P*-Value: the threshold of EASE Score, a modified Fisher Exact P-Value, for gene-enrichment analysis (<0.01). Benjamini: Benjamini and Hochberg’s false discovery rate (<0.01)

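Genes of the proteasome, the complex that degrades ubiquitin-tagged proteins, were higher on the array labelled Tg as a group. All 46 proteasome genes above background had a difference above 0, their median was 0.47 (percentile 100), and 2 passed 2-fold. These were psmb10 (1.18), the subunit of the immunoproteasome, and the core subunit psmb3 (1.04), followed by psmd8 (0.94) of the regulatory particle and psmb6 (0.88). Of 100 cell cycle genes, none was at least 2-fold higher and 7 were lower on the array labelled Tg, with a median of -0.24 (percentile 0.03). The lowest were cdc20, an activator of the anaphase-promoting complex (-2.16), the cyclin D1 gene ccnd1, which drives entry into S phase (-1.63), and mcm7 and mcm4 of the replicative helicase (-1.29 and -1.21). Genes of drug and xenobiotic metabolism had a median of 0.20 over 63 genes (percentile 99.7), with 6 higher, 2 lower and 55 under 2-fold. Glutathione S-transferase genes led this list, with gsta.2 at 2.25, gstk1 at 1.66 and gstt1a at 1.59, while the cytochrome P450 gene cyp1b1 was at -1.96. PPAR signaling, the lipid-sensing pathway, had a median of 0.00 over 56 genes (percentile 63.8). Its fatty acid-binding protein genes fabp4b (2.96) and fabp7a (1.43) were more than 2-fold higher on the array labelled Tg. In all 5 genes of the list were higher and 4 were lower. With the mean over probes 3 cell cycle genes were lower instead of 7, 2 PPAR genes instead of 4, and none of the xenobiotic genes instead of 2. The xenobiotic list no longer stood apart with the higher background limit chosen after seeing the data (percentile 96.1). Lists of skeletal muscle and liver genes also moved toward the array labelled Tg, with medians of 0.53 and 0.39, and the liver list shares 2 of its genes with the PPAR list.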

Some signaling pathways were upregulated in the Tg(RE:HSE:EGFP) fish, including proteasome, cell cycle, glycolysis/gluconeogenesis, tyrosine metabolism, tryptophan metabolism, metabolism of xenobiotics by cytochrome P450, PPAR signaling pathway, etc. Glycolysis was often depended on for ATP production in rapidly proliferating tumors even in normoxia, which is defined as the Warburg effect. Here, RUNX1-Evi-1 also significantly upregulated the genes that correlated with glycolysis/gluconeogenesis (n = 16, P = 8.5E-6), including fructose-1, 6-bisphosphatase I, glucose-6-phosphate 1-epimerase, and glucose-6-phosphate isomerase.

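Of 60 glycolysis and gluconeogenesis genes above background, 5 were at least 2-fold higher on the array labelled Tg, 2 were lower and 53 differed by less. The median difference was -0.01 (percentile 57.7). With the mean over probes 4 were higher and none was lower, and the median was 0.11 (percentile 90.7). The higher genes included pck1, which commits oxaloacetate to glucose synthesis (log2 level 9.44 on the array labelled WT and 10.94 on the array labelled Tg), the pyruvate kinase genes pklr and pkmb (differences of 1.48 each) and fbp2, the muscle form of fructose-1,6-bisphosphatase (1.30). The zebrafish genes of fructose-1,6-bisphosphatase 1 showed small differences, with fbp1a at -0.09 and fbp1b at -0.04, and the dimmer probes of fbp1a reached 0.22 and 0.40. No probe is described as a glucose-6-phosphate 1-epimerase in the files, and galm, a related aldose epimerase, was at -0.09 with its other probe at 0.32. The 2 genes of glucose-6-phosphate isomerase moved in opposite directions. The brightest probe of gpib was at 0.90 and its other probe at 1.23, while gpia was at -0.48 and -0.54. From the KEGG terms enriched among its up- and downregulated genes, the paper states that pathways such as the proteasome, the cell cycle and glycolysis were raised in the Tg(RE:HSE:EGFP) fish, and it sets glycolysis beside the reliance of proliferating tumors on this pathway for ATP.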

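Genes of DNA replication were lower on the array labelled Tg as a group. Of 33 above background, 6 were at least 2-fold lower and 1 was higher, and the median difference was -0.43 (percentile 0.01). With the mean over probes 3 were lower and 2 higher, and the list still stood apart (median -0.31, percentile 0.07). Lists of erythrocyte genes (median -0.54), epidermis genes (-0.42) and tailbud genes (-0.29, a list added later that does not stand apart in every setting) were lower there as well, so replication genes were not alone in this. The helicase gene mcm5 was at -1.11 and pola1, the catalytic subunit of the polymerase that primes replication, at -1.14. The gene at least 2-fold higher was rpa2, a subunit of the protein that coats single-stranded DNA (1.03), and others such as pold4 (0.63) and pcna (0.38) were above 0 as well. Mismatch repair genes did not stand apart, with a median of -0.22 over 22 genes (percentile 7.10), 1 gene higher and 1 lower. In that list lig1, the ligase that joins Okazaki fragments, was at -1.06, the clamp loader gene rfc1 at -0.83 and the exonuclease gene exo1 at -0.67. Nucleotide excision repair had a median of 0.02 over 43 genes (percentile 69.6), with 1 gene higher, 1 lower and 41 under 2-fold, and its gene cetn2 was at 0.92. Jak-STAT signaling, which carries cytokine signals to the nucleus, had a median of -0.11 over 59 genes (percentile 17.7), with 4 higher and 4 lower (2 lower with the mean over probes). The kinase gene pim2 was at -1.97, while il4r.1, a cytokine receptor gene, was at 2.38 and socs3a, a feedback inhibitor of the pathway, at 1.83.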

Meanwhile, transforming growth factor β (TGFβ), Jak-STAT, DNA replication, mismatch repair, p53 pathway, JUN N-terminal kinase (JNK) signaling pathway, nucleotide excision repair were downregulated. JNKs belong to the superfamily of mitogen-activated protein kinases that are involved in the regulation of cell proliferation, differentiation and apoptosis [21]. 

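The 12 zebrafish genes matched to the starred boxes of Fig. 5 include 8 above background. Of these 8, none differed by 2-fold, 6 were lower and 2 were higher on the array labelled Tg, and their median was -0.37 (percentile 4.78). The lowest were ddit3, the gene of GADD153, a transcription factor of the stress response (-0.81), and mapk12b, a p38 kinase gene (-0.81). The other p38 kinase genes mapk14a (-0.55), mapk14b (-0.43), mapk11 (-0.32) and mapk12a (-0.23) were lower as well. The jun gene, which encodes c-JUN, had a log2 level of 12.89 on the array labelled WT and 13.00 on the array labelled Tg, a difference of 0.10, and its dimmer probes differed by 0.24 and -0.05. Of the JNK genes, mapk10 was near the limit of background, at 6.67 and 6.73. The JNK genes mapk8a and mapk8b, the MKK7 gene map2k7 and elk1 were not above background on either array, and neither was the ATF-2 relative atf2l, read in addition to the 12, so no change can be given for them. No probe was matched to mapk9, mapk13 or atf2.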

Compared with WT, some crucial genes were downregulated in Tg samples (n = 7, P = 6.8E-4, Fig. 5). The proteins of JNKs and p-JNKs (the activated state) dramatically decreased in Tg(RE:HSE:EGFP) F2 larvae (Fig. 5).

Majority of the above pathway alterations were associated with human hematopoietic disorders and malignant transformation of blood cells [22–26]. These data needs to be verified in further experiments.

### VPA partially rescued some pathways abnormally regulated by RUNX1-Evi-1

Mitani found that RUNX1-related chimeras generated by the chromosomal translocations repress transcriptional activity of wild-type RUNX1 (AML1) by recruiting the co-repressor/histone deacetylase complex in leukemia cell lines. Further, as a histone deacetylase inhibitors(HDACi), VPA could elicit apoptosis through both extrinsic and intrinsic pathways in these cells [27]. 

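Histone deacetylase 4, an enzyme that removes acetyl groups from histones and represses transcription, was read by 2 probes. The brighter hdac4 probe had a log2 level of 11.37 on the array labelled WT and 11.03 on the array labelled Tg, a difference of -0.34. The dimmer one was at 7.88 and 6.70, a difference of -1.19, and the mean over both probes was -0.76. For histone deacetylase 11, neither of the 2 hdac11 probes was above background, at 6.28 and 6.08 on the array labelled WT and 6.42 and 6.39 on the array labelled Tg. Another probe, described in the files by its match to a pufferfish HD11 protein, belongs by its accession to the gene now named hdac12, and it was at 8.52 and 7.28 (-1.25). The linker histone gene h1fx, now h1-10, was at 11.46 on the array labelled WT and 10.34 on the array labelled Tg (-1.12), and its other probe was at 11.36 and 10.02 (-1.34). All 4 probes of hdac4 and h1-10 were thus lower on the array labelled Tg. The spread between probes of one gene, with an SD of 0.28 on the log2 scale over 5941 genes, is a technical measure that does not include differences between embryos.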

Here, microarray analysis also showed that histone deacetylase 4 (hdac4) was significantly upregulated in Tg(RE:HSE:EGFP) F2 generation larvae (6.18 *vs* 10.62, fold change: 21.70, showed in Table 3). Therefore, we investigated the in vivo effects of VPA on Tg(RE:HSE:EGFP) zebrafish.

**Table 3:** RUNX1-Evi-1 upregulated histone deacetylase in microarray analysis

Genes	WT	AE-F2	FC	Regulation
Histone deacetylase 11 (HD11)	5.47	8.16	6.49	+
Histone deacetylase 4 (hdac4)	6.18	10.62	21.70	+
H1 histone family, member X (h1fx)	10.02	11.36	2.53	+

FC: fold change; +: upregulated

Tg(RE:HSE:EGFP) embryos were treated with different concentrations of VPA at 28 °C from 14 hpf after one hour of heat shock treatment. According to the outcome at 72hpf [Y = 29.18ln(x) + 0.49 (0.9799)], we got the LD50 as 69.72 μM, and chose 35 μM, 70 μM to carry on detecting the effectiveness. By FCM analysis, elevated apoptosis was presented in VPA treated groups, which was indicated by sub G1 peak. Compared with the untreated group, treated with 70 μM VPA induced apoptosis at (60.43 ± 7.28) % and decreased S/G2 cell population at [(87.37 ± 4.06) % *vs* (23.64 ± 3.23) %, *P* < 0.01], correspondingly, G1 arrest was increased.

Furthermore, we measured the expression of some crucial factors involved in proliferation and apoptosis pathways after treated with different concentrations of VPA by qRT-PCR (Fig. 7). It showed that VPA reduced the expression of skp2 and upregulated p21, p27, which would inhibit the progress of cell proliferation. Smad7 was also inhibited by VPA and revived the TGF β signaling. VPA significantly downregulated Bcl2, but enhanced the expression of P53, Bax, JNK and JUN, which indicated the activation of both extrinsic and intrinsic apoptosis. Majority change of these genes was concentration dependence (Fig. 7). In contrast, the expression of the above genes showed no significant difference in wild type zebrafish embryos treated with the similar dose of VPA (data not shown).

**Fig. 6:**
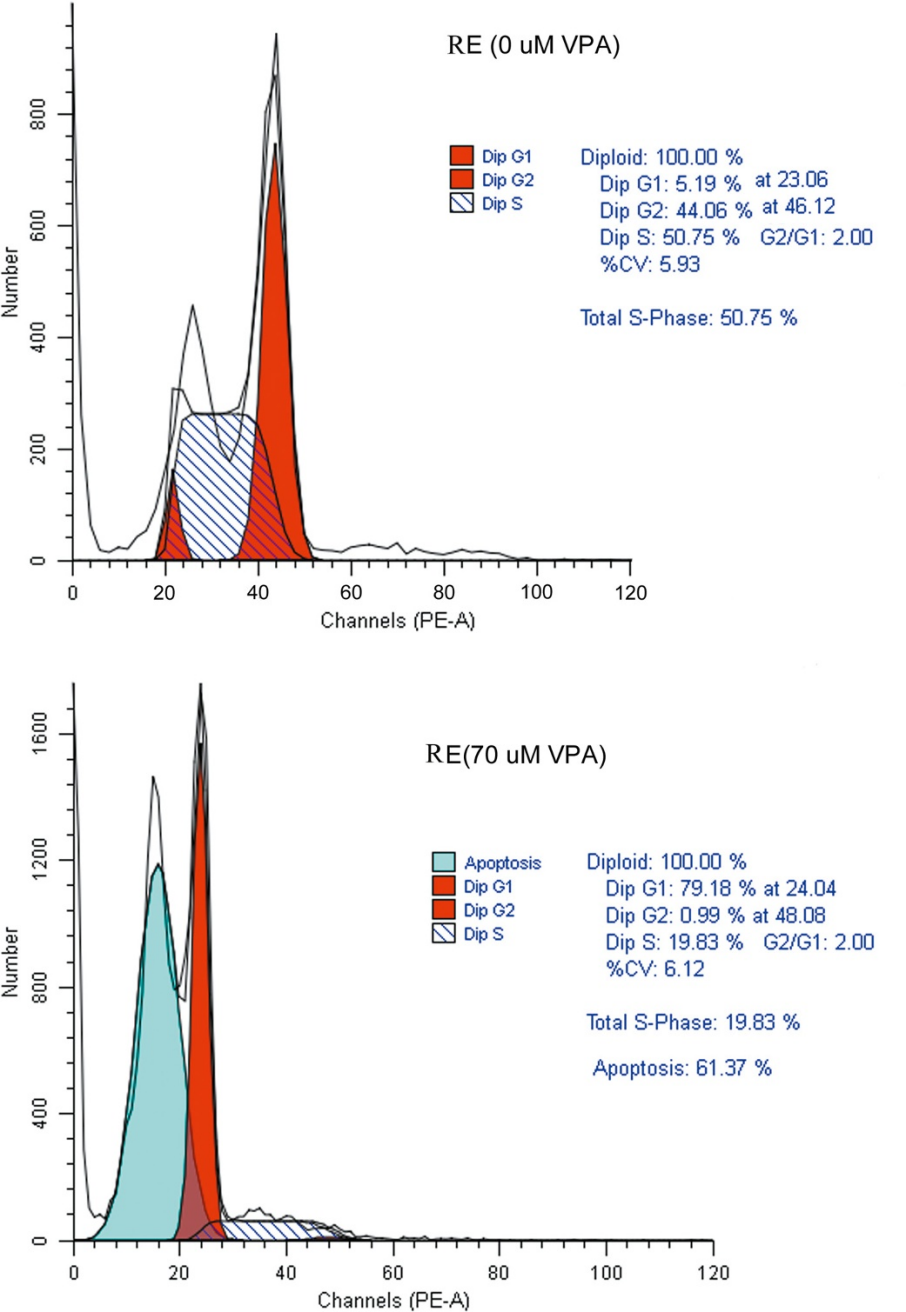
VPA promoted the G1 arrest and apoptosis in RUNX1-Evi-1 positive cells. The cells of Tg(RE:HSE:EGFP) embryos were sorted with GFP after two days treated by 70 μM VPA. The ratio of S/G2 phase was sharply decreased (94.81 % *vs* 20.82 %), accompanied with a sub-G1 peak (61.37 %)

### Followed-up of the transgenic zebrafish

Different from 3 years lifetime of the WT zebrafish, all these three F0 founders died within 8–14 months (median: 10.6 months). Most of the F1 and F2 generation gradually lost the EGFP expression and the ability of fecundity, and began to die older than 12 months. Along with the growth of Tg(RE:HSE:EGFP) zebrafish, some of them presented pathological appearance (e.g. hemorrhage, edema and small size) (Fig. 8).

**Fig. 7:**
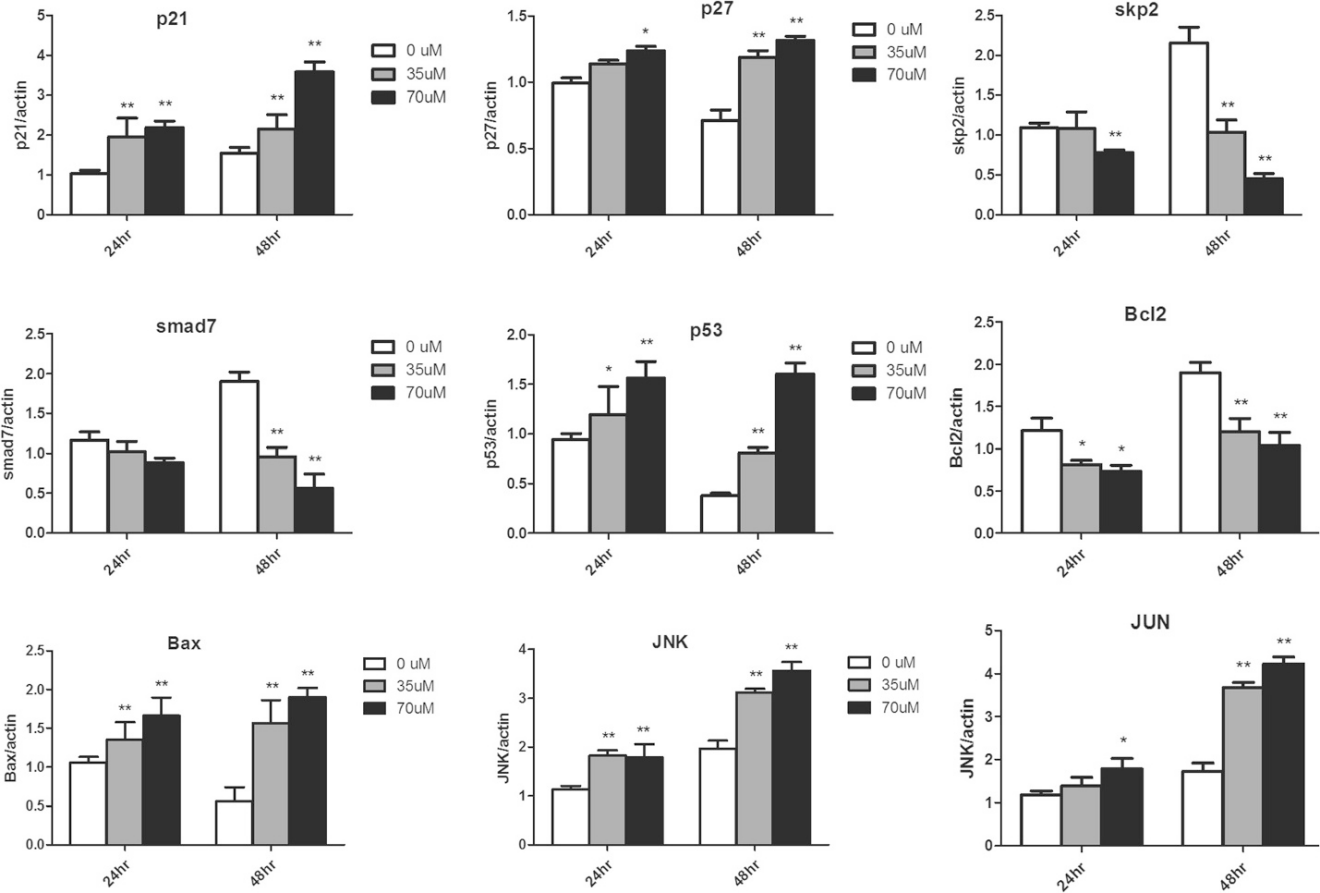
VPA changed some genes expression in Tg(RE:HSE:EGFP) embryos. VPA reduced the expression of skp2 and smad7, and upregulated p21 and p27, which inhibited the progress of cell proliferation. VPA significantly downregulated Bcl2, and meanwhile enhanced the expression of P53, Bax, JNK and JUN. Majority of these changes were concentration dependence. *P <0.05; **P < 0.01

## Discussion

Growing evidences demonstrated that normal function loss of Runx1/AML1 or abnormal activation of Evi-1 was an indicator of poor prognosis in leukemia [27–29]. It was also shared that RUNX1-Evi-1 fusion gene could enhance the malignant effectiveness [30]. Nevertheless, the major mechanism of RUNX1-Evi-1 exerts in acute leukemia and whether it possesses the whole role of Evi-1 remained widely unknown. We reported here an RUNX1-Evi-1 transgenic zebrafish model with a phenotype that recapitulated main aspects of human AML such as distorted proliferation, anti-apoptosis, anemia, increased immature myeloid cells and their precursors accumulated in peripheral circulation and kidney marrow (kidney marrow serves throughout the life of a zebrafish, generating adult hematopoietic cells, just like human’s bone marrow [20]), which suggested that RUNX1-Evi-1 played a role in the etiology of AML. More importantly, zebrafish offers the advantage of high-throughput scale in the study of RUNX1-Evi-1 function and drug screen in vivo, which enables us to track the molecular alterations that occur well before the appearance of morphological phenotypes, and to determine the roles of candidate RUNX1-Evi-1 target genes.

HSP has no tissue-specific preference, yet heat stress exhibits more direct and far-reaching influence on white blood cells than other cells. Moreover, RUNX1-Evi-1 overexpression is highly oncogenic in myeloid cells. Thus, the establishment of RUNX1-Evi-1 transgenic zebrafish with the uniform phenotype of the tumor cells shows better resemblance to the feature of human MDS/AML.

Carolyn [28] found disruption of terminal myeloid differentiation and cell cycle regulation to be prominent in Evi-1-induced leukemogenesis. Using microarray analysis, we also found the upregulation of cell cycle (n = 28, P = 5.3E-8) and repression of TGF-β signaling (n = 14, P = 6.3 E-4) in Tg(RE:HSE:EGFP) zebrafish, accompanied by increased expression of some early hematopoiesis transcription factors (gata2 and pu.1) (Fig. 4c, e, m-n). 

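In the cell cycle list, 68 genes had a difference below 0 and 32 a difference above 0, and 7 of the 100 are also in the DNA replication list. The cyclin gene ccnd1 had a log2 level of 14.51 on the array labelled WT and 12.88 on the array labelled Tg. TGF-β signaling, which restrains the growth of many cell types, had a median of -0.22 over 69 genes (percentile 0.755), or -0.18 with genes above background on 1 array at their bound. Of these, 4 genes were at least 2-fold lower on the array labelled Tg, 3 were higher and 62 differed by less. The receptor genes acvr2ba and tgfbr1b were at -1.48 and -1.23, while the inhibitor of DNA binding genes id2b and id4 were at 1.46 and 1.34. The TGF-β list no longer stood apart over genes above background on both arrays (percentile 4.54) or with the probe nearest each gene's median (percentile 2.78), the latter a setting chosen after seeing the data. With the higher background limit, chosen likewise, 2 of its genes were lower instead of 4.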

Gata2 was a zinc finger transcription factor which was required for proliferation and maintenance of hematopoietic progenitor cells [20]. Yuasa [31] showed that Evi-1 promoted early hematopoietic development in the P-Sp region, which seemed to depend on activation of gata2 and repression of TGF-β signaling, while ZF1 of Evi-1 directly recognized and banded to the gata2 promoter. Gata2 has been reported to be aberrantly expressed in 87 % of de novo AML cases while well correlation between Evi-1 and gata2 expression were found in AML patients [28, 32]. Thus, it’s feasible that gata2 plays a crucial role in RUNX1-Evi-1 or Evi-1-induced leukemogenesis. Likewise, Evi-1 interacted with pu.1 and repressed the pu.1-dependent activation of a myeloid promoter [21]. Leopoldo [21] reported on a mouse model that constitutive expression of Evi-1 in the BM led to fatal anemia and myeloid dysplasia, and Evi-1 interaction with gata1 blocks proper erythropoiesis. Here, RUNX1-Evi-1 slightly enhanced the expression of pu.1, but repressed the level of mpo, the downstream regulator of pu.1 (Fig. 4e-f, q-r). Meanwhile, gata1, the indispensable promoter for erythropoiesis, was overwhelmingly inhibited along with growth (Fig. 4d, o-p). Actually, there was a cross-inhibitory mechanism between the expression of gata1 and pu.1 in zebrafish [20], which indicated that the level of pu.1 expression was determined by the ability of RUNX1-Evi-1 to regulate both pu.1 and gata1, thus increased the repopulation of immature myeloid cells and anemia.

Evi-1 was a zinc finger-containing and site specific DNA-binding transcription factor, but it did not seem to inhibit pu.1 binding to DNA, but rather to block its association with the co-activator JNK and its substrates [21]. In response to cell death stimuli, p-JNKs activated apoptotic signaling by regulating apoptotic-associated genes via the transcriptional activation of specific transcription factors or by directly modulating the activities of mitochondrial apoptosis-associated proteins through distinct phosphorylation events [24]. In our previous work, we demonstrated that arsenic trioxide (ATO) could reactivate apoptosis in the THP1 (with high level of Evi-1 expression) cell line by downregulating Evi-1. ATO significantly decreased Bcl-2 and Bcl-xL expression, thus accordingly increased the levels of JNK, p-JNK, Bax, full length caspase-3 and cleaved caspase-3 in western blot analysis [33]. 

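Of 56 genes of p53 signaling, which answers DNA damage with arrest or apoptosis, 2 were at least 2-fold lower on the array labelled Tg, 1 was higher and 53 differed by less. The median was -0.15 (percentile 7.73), so the list did not stand apart. Its lowest gene was sesn3, a sestrin of the stress response (-2.06), and the cyclin gene ccng2 was at -0.98, while rprma, a gene of cell cycle arrest, was at 1.23. The genes of the boxes of Fig. 5 that carry no star had a median of -0.19 over 26 genes (percentile 9.51), and none differed by 2-fold, though junba, of the jun family, was just under it at 1.00 and passed it with median centring. The MAP kinase phosphatase gene dusp8a was at -0.71 and the transcription factor gene mef2ca at -0.75, while gstp1.2, a glutathione S-transferase gene, was at 0.72.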

In the present study, RUNX1-Evi-1 fusion gene inhibited both JNK signaling and P53 pathway (Table 2). Using FCM, we found that more than 50 % of RUNX1-Evi-1 positive cells were in the S/G2 period and no sub-G1 peak (Fig. 6), which demonstrate apoptosis resistant and weak efficacy of G1 arrest. Because of the deficiency of enough monoclonal antibody for zebrafish and lethal effectiveness of RUNX1-Evi-1 to mouse embryos [34], we plan to do further study on the efficacy of ATO in Tg(RE:HSE:EGFP) zebrafish and confirm molecular mechanism in detail through retroviral transduction of RUNX1-Evi-1 into Evi-1 negative cell lines or adult mice.

**Fig. 8:**
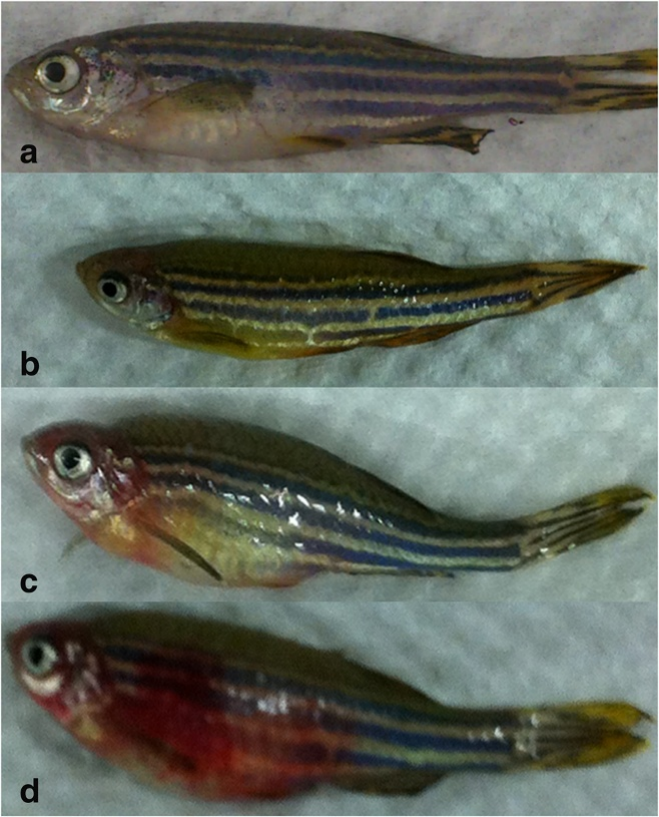
The appearance changes in Tg(RE:HSE:EGFP) adult zebrafish. (**a**) WT AB strain zebrafish; (**b-d**) various appearances with pathological changes presented in transgenic zebrafish, developmental delay (**b**), edema (**c**), and bleeding (**d**)

RUNX1-related chimeras generated by the chromosomal translocations repressed transcriptional activity of wild-type RUNX1 by recruiting the co-repressor/histone deacetylase complex [27]. Thus, histone deacetylase inhibitors were expected to restore normal functions of wild-type RUNX1, and thereby affect the growth and differentiation ability of leukemic cells expressing the chimera. Histone deacetylase 4 obiously increased in Tg(RE:HSE:EGFP) larvae (Table 3). Therefore, we investigated the in vivo effects of histone deacetylase inhibitor (VPA). 

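Among 15 histone deacetylase and sirtuin genes above background, none was at least 2-fold higher on the array labelled Tg, 3 were lower and 12 differed by less. The median was -0.19 (percentile 15.4), so the list did not stand apart from random lists. Besides hdac12, the lower genes were sirt2, an NAD-dependent deacetylase of tubulin (-1.19), and sirt5, a deacylase of mitochondria (-1.03). The class IIa deacetylase gene hdac9b, a relative of hdac4, was at -0.57. In all, 11 of the 15 genes had a difference below 0, and with the mean over probes 1 gene was at least 2-fold lower instead of 3.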

G1 arrest and apoptosis progression were significantly enhanced in RUNX1-Evi-1 positive cells after 2-day treated with VPA (Fig. 6). Up- and downregulation of cell cycle and apoptosis regulator genes appeared to be the molecular basis for the former (Fig. 7). Therefore, VPA may be an attractive choice in the molecular targeting therapy of RUNX1-Evi-1-related leukemia.

60 years ago, some scholars have presented that disordered amino acid metabolic processes in patients with acute leukemia, such as eighteen patients with acute leukemia averaged 137.1 mg. of urinary “tyrosyl” in 24 hr. as compared to 115.8 mg. for normal individuals of the same age group [35]. Tyrosine kinase inhibitors (TKIs) therapy in leukemia cells creates a novel metabolic state that is highly sensitive to particular mitochondrial perturbations [36]. The essential amino acid L-tryptophan (L-TRP) is required for the biosynthesis of proteins and is precursor for several biologically important compounds, and the inhibition level of L-TRP metabolites in blood could be a useful parameter of chemotherapy efficacy for Adult T-cell Leukemia/Lymphoma patients [37]. In contrary, the majority of newly diagnosed AML patients’ blasts have deficiencies in the arginine-recycling pathway enzymes argininosuccinate synthase and ornithine transcarbamylase, making them arginine auxotrophic [38]. Miraki-Moud F et al. showed that AML cells from most patients with AML are deficient in a critical enzyme required for arginine synthesis, arginino succinate synthetase-1 (ASS1). Thus, these ASS1-deficient AML cells are dependent on importing extracellular arginine [39]. Using Agilent microarray analysis, we also found that tyrosine metabolism and tryptophan metabolism pathway were upregulated, while Arginine and proline metabolism were inhibited in the Tg(RE:HSE:EGFP) F2 generation. It suggested that the strategy of enzymatic degradation of amino acids to deprive malignant cells of important nutrients would be an established component of induction therapy of AML.

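Genes of tyrosine metabolism were higher on the array labelled Tg as a group. Of 22 above background, 7 were at least 2-fold higher, none was lower, and the median difference was 0.65 (percentile 100). They included hgd (1.44) and gstz1 (1.17) of tyrosine breakdown, mif, the macrophage migration inhibitory factor (1.37), and tyrp1b (1.24), which makes melanin in pigment cells. Genes of pigment cells, a separate list, which shares 3 genes with this list, had a median of 0.33, and the liver list, which also moved this way, shares 2. Tryptophan metabolism had a median of 0.36 over 32 genes (percentile 99.9), or 0.24 with genes above background on 1 array at their bound, with 3 genes higher and 1 lower (1 higher with the mean over probes or with the higher background limit, 5 with no filter on dim probes). The higher genes were hadhaa of fatty acid oxidation (1.16), acmsd of the kynurenine pathway (1.08) and gcdha, a dehydrogenase of lysine and tryptophan breakdown (1.06). Arginine and proline metabolism had a median of 0.07 over 49 genes (percentile 86.9), with 1 higher, 4 lower and 44 under 2-fold. The collagen prolyl hydroxylase gene p4ha1b (-2.15) and the nitric oxide synthase genes nos1 (-2.12) and nos2b (-1.27) were lower, and the creatine kinase gene ckmt2b was at 1.95.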

Interestingly, Maki [34] knocked-in the RUNX1-Evi-1 chimeric gene into mouse embryo, which led to defective hematopoiesis in the fetal liver and death around embryonic day 13.5 (E13.5) as a result of hemorrhage in the central nervous system. Maki hypothesized that maintained expression of pu.1 gene and decreased expression of lmo2 and scl genes may explain the aberrant hematopoiesis. We also found that some of the Tg(RE:HSE:EGFP) zebrafish died of hemorrhage (Fig. 8d). However, the levels of scl and lmo2 expression were similar to those in WT counterpart and the average lifespan was nearly 12 months. Taking the advantage of transparence in zebrafish embryo, we performed whole-mount in situ hybridization to confirm the difference expression of these factors, which were consistent with the results of qRT-PCR. The different outcome between Maki’s and ours may be associated with the different species, which needs further explore.

## Conclusion

Taken together, the phenotypes of Tg(RE:HSE:EGFP) fish resemble to those of the human’s MDS-RAEB or AML. RUNX1-Evi-1 promoted the primitive hematopoietic cell proliferation and apoptosis resistant, inhibited myeloid cells differentiation through synergy of several pathway and factors. This model provides a useful tool to conduct whole-organism chemical suppressor screens to identify compounds that can regain RUNX1 function and reverse Evi-1 in vivo. We propose VPA to be an attractive choice in the molecular targeting therapy of RUNX1-Evi-1-related leukemia.

## Abbreviations

AML: Acute myeloid leukemia
Evi: Ecotropic viral integration site
MDS: myelodysplastic syndrome
RHD: runt homology domain
IACUC: Institutional Animal Care and Use Committee
pA: polyadenylation
hpf or dpf: hours or days post fertilization
WT: wild type
Tg: transgenic
qRT-PCR: Real-time quantitative reverse transcription PCR
Ct: cycle threshold
KEGG: Kyoto Encyclopedia of Genes and Genomes
DEGs: differentially expressed genes
PBS: phosphate-buffered saline
ALM: anterior lateral mesoderm
PLM: posterior lateral mesoderm
scl: stem cells transcription factor
lmo2: LIM only protein 2
mpo: myeloperoxidase
ICM: intermediate cell mass
RBI: rostral blood island
TGFβ: transforming growth factor β
JNK: JUN N-terminal kinase
hdac4: histone deacetylase 4
VPA: valproic acid
ATO: arsenic trioxide

How the deposited data were processed for this re-analysis (not part of the article)

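Total RNA of WT and Tg(RE:HSE:EGFP) F2 embryos, heat shocked at 38 °C for 1 hour and collected at 3 dpf (72 hpf in the sample labels), was measured by the authors on 1-colour Agilent zebrafish oligo arrays, with 1 array per group analysed here. The authors scanned the arrays and read the images with Feature Extraction, as the methods and the submitters' processing notes state, and no version is given in the sources used here. As deposited by the authors, and per the file headers, the log2 values had been normalized and log2-transformed, with 1 value per probe and array for 43553 probes. The normalization method is not given in the sources used here. The table of the whole series holds the same values at all 43553 probes. The lowest and highest values were 0.618 and 19.2 on the WT array and 4.12 and 19.2 on the Tg array.

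The design had assumed scanner output with background flags, control spots and replicate spots. The values have none of these, so a limit was set after seeing the data at the 95th percentile of 182 probes for odorant, taste and trace amine receptors. Their median was 5.60 on the WT array and 5.61 on the Tg array. Each array's 75th percentile, 9.59 on both, was subtracted, and a gene was represented by its probe with the highest mean over the arrays. Probes were named through their RefSeq accession in the reference gene table (26957 probes), by a current symbol in the files (2479) or by an older symbol of a gene (1592). The name in the files was kept for 4380 probes, and for 32 more that matched several genes, and 8113 probes stayed unnamed. The reference assembly was used for names only, since no assembly is named for the probes, and no positions are given. No probe is named for the fusion gene or EGFP.

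A gene above background on both arrays was counted at a difference of at least 2-fold, and a gene above background on 1 array when its bound reached 2-fold. That left 790 genes measured on the WT array only and 952 on the Tg array only. The median difference of each of 48 lists, 21 of them for pathways of Table 2, was set beside 10000 random lists of the same size drawn within 20 bins of mean signal. A list median uses the measured differences, and was also computed with bounds. The percentile describes these 2 arrays alone and is not a test across embryos. No test across genes was run, because 1 array per group leaves no spread to test against, and the paper's threshold on P could not be applied. The genes named in the text are those the paper names for the microarray and in its Table 1, the 10 highest and 10 lowest with a symbol among genes above background on both arrays, up to 4 members of each list with the largest differences, and the 5 largest bounds in each direction.

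Alternatives were quantile normalization, median centring, no scaling, the table of the series, other filters on dim probes, the mean over probes, thresholds of 1.5-fold and 4-fold, counting probes, and counting genes with a symbol only. Added after seeing the data were the 99th percentile of the receptor probes, agreement of all probes, the symbols of the files, and the probe nearest the median of its gene. A tailbud list was also added, before the values of its members had been seen, and a hypoxia list, after they had been seen. The gene cdx4, whose value had been seen in another list, was taken out of the tailbud list after it had first been run with it. The steps were tested on simulated data in which 200 genes were given a change of 1.5 on the log2 scale. Of these, 194 were called in the right direction. Of 16176 genes in all, 8 without a change were called as well, and 2 of 46 lists without a shift stood apart. The changed genes were drawn from those more than 2 log2 units above the background limit on both arrays. Noise was drawn independently for each probe, with an SD of 0.3 for the differences. The simulation therefore does not cover dim genes, genes above background on 1 array, or lists whose genes vary together. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.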

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

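The test on the tailbud list was set before its members' values were seen, for the main setting alone, and the demand that it hold in every setting was added after they were seen. Lists for 11 processes and cell types that the paper does not discuss for the microarray stood apart from random lists of the same brightness. Genes of the lens had the largest median difference among them, 1.15 over 41 genes (0.99 with bounds), with 20 at least 2-fold higher on the array labelled Tg and 1 lower. The crystallin genes crygm2a and crygm2d10 were at 2.92 and 2.65. Skeleton and cartilage had a median of 0.70, with cnmd at 2.77 and the collagen gene col9a1b at 2.48, and skeletal muscle of 0.53, with the fast myosin gene myhz2 at 2.07 and the calcium pump gene atp2a1l at 2.01. In the muscle list 11 genes were at least 2-fold higher and 1 was lower, tnni2b.1 (-1.01). The slow myosin genes smyhc1 (-0.73), smyhc2 (-0.66) and smyhc3 (-0.45) were below 0 as well. Interferon and acute inflammation genes had a median of 0.79, with the collagenase gene mmp13a at 2.28 and the chemokine gene cxcl8a at 2.00, and 0.20 with no filter on dim probes. Its 10 genes at least 2-fold higher on the array labelled Tg are those of acute inflammation and complement, while of the interferon genes, named after their values were seen, irf1b was at 0.93, irf9 at 0.70, isg15 at 0.47 (0.08 at its bound), trim25 at 0.06 and irf7 at 0.05, and stat1a at -0.27 and mxc at -0.57. Neutrophil and macrophage genes had a median of 0.39, led by lect2l (3.03) and mmp13a (2.28), followed by the lysozyme gene lyz (1.25). Of these lect2l and lyz are abundant in neutrophils, while mmp13a, like mmp9, is also in the interferon and acute inflammation list. Endocrine pancreas, a short list, was at 0.43 and did not stand apart with the higher background limit. The glucagon gene gcga was at 2.00 and the insulin gene insb at 1.15, while sst1.1 (0.04) and neurod1 (0.08) barely differed and pdx1 was at -1.165. Liver was at 0.39, with 7 genes at least 2-fold higher, the fibrinogen gene fgg (1.58) among them, and 1 lower. Of its brightest genes apoa2 (0.63) and rbp4 (0.38) were above 0 and tfa (-0.58) and serpina1 (-0.05) below. Its complement genes c3a.1 and c3b.1 are also in the interferon and acute inflammation list. Pigment cells were at 0.33, with the melanosome gene pmela at 1.10. The circadian clock list had a median of 0.28, with per1b at 2.09, cry5 at 2.01 and bmal2 at -1.10, and it did not stand apart over genes above background on both arrays, with no filter, or with the probe nearest the median. The lists that were lower on the array labelled Tg were erythrocytes at -0.54, with the membrane skeleton gene epb41b at -1.54 and klf17 at -1.26, and epidermis at -0.42, with the keratin gene krt5 at -1.46 and the annexin gene anxa1c at -1.17. Of the erythrocyte genes 5 were at least 2-fold lower and 1 was higher, ank1a (1.14). The brightest globin genes hbbe1.1 (-0.001), hbae1.1 (-0.05), hbbe3 (-0.06) and hbae3 (0.02) barely differed, at levels near the highest signal of the arrays, while hbbe2 was at -0.43.

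Lens, cartilage, skeletal muscle, liver and pigment cell lists were thus higher on the array labelled Tg, while DNA replication, erythrocyte and epidermis lists were lower, and heart muscle (-0.21, percentile 11.7, but 0.04 with the mean over probes), intestine, thrombocyte and neuron lists did not stand apart. A candidate explanation is that the embryos of the array labelled WT were at an earlier stage, for which the tailbud and presomitic mesoderm list was written. Its median was -0.29 over 37 genes (percentile 0.605), with sp5l at -1.71 and eve1 at -1.66, but it no longer stood apart with the mean over probes (-0.19, percentile 3.14) or with the higher background limit chosen after seeing the data (-0.13, percentile 15.6), so the explanation stays open. Not every value goes that way, since photoreceptor genes (0.07, percentile 77.4) and exocrine pancreas genes (0.03, percentile 57.1) did not stand apart, the former except with the mean over probes (percentile 98.9) or the higher background limit (0.44, percentile 99.7), and the tailbud gene tbxta was above background on the array labelled Tg alone. An effect of the transgene on development, a difference between clutches and a difference between arrays stay open and untested, because genotype and array cannot be told apart with 1 array per group.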

How the results depend on the processing

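Quantile normalization, median centring, no scaling and the table of the series left each of the 20 lists that stood apart standing apart, and their counts of genes stayed within 1.5 times 770 and 576. So did the counts for genes above background on both arrays (635 higher, 521 lower), with no filter (947 and 686) and with the mean over probes (600 and 407). Quantile normalization, the 2 changes of scaling and the table of the series could hardly move a result. Values of equal rank already lay within 0.026 at 99% of the ranks. Scaling shifted every difference by -0.001 and median centring by 0.005, and the table of the series holds the same values. A threshold of 1.5-fold gave 2023 higher and 2049 lower genes and a threshold of 4-fold 113 and 38, by construction. Counting probes gave 890 lower, and counting only genes with a symbol 496 higher and 349 lower. Of the settings chosen after seeing the data, the 99th percentile of the receptor probes gave 479 higher genes, and agreement of all probes gave 118 higher and 71 lower among fewer genes. For the other counts that moved, the cause was not tested. The value of hdac4 moved to -0.76 with the mean over probes, which takes in its dimmer probe, and 19 other values, all but 1 of them of single genes, moved by more than the spread between probes in that setting. This spread is one of single genes, so it is a wide yardstick for the median of a list. The value of gad1b reversed to 0.38 with the probe nearest the median, chosen after seeing the data, which takes 1 of its dim probes. Of the 20 lists, 18 stood apart over genes above background on both arrays, 18 with no filter, 20 with the mean over probes, 17 with the 99th percentile and 18 with the probe nearest the median. Spike-in scaling, normexp background correction, the use of outlier flags, the spread between replicate spots and the exclusion of saturated spots were not run, since the values used here have no such columns. Medians of lists that did not stand apart moved as well, such as those of retinol metabolism (0.04, and 0.21 with the probe nearest the median), p53 signaling (-0.15, and -0.04 with no filter), Jak-STAT signaling (-0.11, and -0.01 with no filter) and exocrine pancreas (0.03, and 0.24 with the mean over probes). No alternative leaves out an array, because each group has 1. Signal over background limits what can be read: genes under the limit, such as map2k7 and runx1, have no usable difference.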

Differences from the paper's values

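The paper reports 348 upregulated and 230 downregulated genes, 578 in all, at 2-fold and a threshold on P that could not be applied here, and at 2-fold alone the values here are 770, 576 and 1346. Of the alternatives set before the data were examined, counting only genes with a symbol brings the upregulated count (496) and the total (845) within 1.5 times the paper's, and no other does. None brings the downregulated count within that range. The 99th percentile of the receptor probes, chosen after seeing the values, gives 479 upregulated genes, also within that range, and how many of the genes called by the paper it drops cannot be counted, since their list was not used here.

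The paper's counts per KEGG term are set beside lists written from textbook knowledge, whose members can differ from the study's. For JNK signaling the genes are instead those of the starred boxes of Fig. 5, of which 8 were above background. Among these boxes mapk8a, mapk8b, map2k7 and elk1 could not be read, so a count of 0 does not cover them. For upregulated genes the paper gives 11 for proteasome, 28 for cell cycle, 16 for glycolysis/gluconeogenesis, 8 for tryptophan metabolism and 8 for androgen and estrogen metabolism, where the values here are 2, 0, 5, 3 and 2. For downregulated genes the paper gives 14 for Jak-STAT signaling, 15 for DNA replication, 8 for mismatch repair, 12 for homologous recombination, 12 for base excision repair, 22 for spliceosome, 18 for nucleotide excision repair, 16 for p53 signaling, 7 for JNK signaling, 4 for butanoate metabolism and 14 for TGF-beta signaling, where the values here are 4, 6, 1, 1, 1, 2, 1, 2, 0, 2 and 4. All of the alternatives set before the data were examined that give these counts leave the differences in place. Other counts lay within 1.5 times the paper's. Upregulated genes numbered 10 in the paper and 7 here for tyrosine metabolism, 6 and 5 for PPAR signaling, and 4 and 3 for retinol metabolism. Downregulated genes numbered 4 and 4 for porphyrin metabolism and 5 and 4 for arginine and proline metabolism. The tyrosine count left that range over genes above background on both arrays (6) and with the mean over probes (5).

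In Table 3 the paper gives log2 levels of 5.47 (WT) and 8.16 (Tg) for HD11 with a fold change of 6.49, where the hdac12 probe matched to HD11 gives 8.52 and 7.28, a ratio of Tg to WT of 0.421. For hdac4 the paper gives 6.18 (WT) and 10.62 (Tg) with a fold change of 21.70, where the values here are 11.37, 11.03 and 0.791. The Tg level of hdac4 is thus closer to the paper's than the WT level is, without matching it, and it was 8.86 with the mean over probes. For h1fx the paper gives 10.02 (WT) and 11.36 (Tg) with a fold change of 2.53, where the brightest probe gives 11.46, 10.34 and 0.462. None of the alternatives set before the data were examined removes the differences in the other levels and in the fold changes. With the direction exchanged, the second h1fx probe equals the paper's pair, at 11.36 on the array labelled WT and 10.02 on the array labelled Tg.

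The paper states that its cell cycle and butanoate terms were upregulated and downregulated, while the medians here are -0.24 and 0.25. Over the 21 lists for pathways, 15 medians had the sign the paper gives, and of the 9 that stood apart 7 did, proteasome, tyrosine metabolism and DNA replication among them. Some lists share genes, such as hadhaa (butanoate and tryptophan metabolism) and mcm7 (cell cycle and DNA replication), so their signs are not independent. The paper states that c-JUN was lower in the Tg larvae, and jun was at 0.10 here, while ddit3 (GADD153), which the paper also calls lower, was at -0.81, and the genes read for MKK7, Elk-1 and ATF-2 were not above background. The paper names fructose-1,6-bisphosphatase 1 and glucose-6-phosphate isomerase as upregulated, and fbp1a (-0.09), fbp1b (-0.04) and gpia (-0.48) were not higher here, while gpib (0.90) was.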

Other observations

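The tests on Table 3 and on single probes were chosen after the results were seen. The blood transcription factors that the paper measured by qRT-PCR in other samples can be read on the arrays. In the arrays, tal1 (scl) was at -1.42, with its dimmer probe, not above background on the array labelled Tg, at -0.67. The gene gata1a, which directs erythrocyte formation, was at -0.95, with its other probe at -0.29, and lmo2 at -0.21, while gata2a was at 0.27. The pu.1 gene spi1b was at 0.46, with a dim probe at -0.43, and the mpo gene mpx was at 0.75. For myb, 3 probes above background were at -1.03, -0.96 and 0.13, and runx1 was not above background on any probe. The list of hematopoietic stem and progenitor cells had a median of -0.17 over 22 genes (percentile 14.1), with runx3 at 1.13, and that of the genes of Table 1 had -0.08 (percentile 35.2). Thrombocyte genes were at 0.18 (percentile 82.4), with the platelet receptor gene gp1bb at -1.41, and lymphocyte and thymus genes at 0.32 over 6 genes (percentile 90.2), a list that did stand apart with no filter on dim probes (0.24 over 18 genes, percentile 99.6). Of the zebrafish genes related to the fusion, mecom, the gene of Evi-1, was at -0.77 and not above background on the array labelled Tg, and cbfb, which encodes the binding partner of RUNX proteins, was at -0.14. With runx3 they had a median of -0.14 (percentile 37.5), or 0.18 with the mean over probes.

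Heat shock proteins and co-chaperones had a median of -0.12 over 25 genes (percentile 22.3), with none higher and 4 lower on the array labelled Tg, among them hspb9 (-1.87), the collagen chaperone gene serpinh1b (-1.64) and hsp90aa1.1 (-1.38). Ribosomal protein genes were at -0.02 over 78 genes (percentile 40.5). Intestine (-0.05, percentile 43.0), yolk (0.15, percentile 86.0) and neurons and glia (0.12, percentile 92.2) did not stand apart, though ctsll, a cathepsin of the yolk list, was at -2.15 and the intestinal retinol-binding gene rbp2a at 1.78. A list of hypoxia response genes, picked after its values had been seen from several lists that were looked at, among them hatching gland, glucocorticoid and stress response genes, had a median of -0.25 over 23 genes (percentile 4.82), with ddit4 at -1.37 and ndrg1a at -1.28 but higd1a at 1.48. It did stand apart with the higher background limit (-0.39, percentile 0.695) and with the probe nearest the median (-0.32, percentile 0.945), both chosen after seeing the data.

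The genes hdac4 and h1fx of Table 3 and the hdac12 probe matched to HD11 were lower on the array labelled Tg, against the direction of the paper, while the probes of hdac11 were not above background. That the paper tabulated another of their probes, higher on the array labelled Tg, is argued against for the 7 probes matched to these genes, as 0 of them lay within 0.01 of the paper's levels in the paper's order. An exchange of the 2 array labels stays open, because the values go both ways. Of the 9 pathway lists that stood apart 77.8% had the sign the paper gives them, though some of these lists share genes. The factors gata1a and spi1b (pu.1) had the paper's direction at 3 dpf. The erythrocyte list (-0.54, percentile 0) was lower on the array labelled Tg, and the paper reports erythrocytes as inhibited in adult Tg fish. But the cell cycle list (-0.24, percentile 0.03) and mpx (0.75) went against the paper. The paper gives scl and gata2 as higher in younger Tg embryos and c-myb as higher in older Tg fish. On the arrays tal1 (scl) was at -1.42 and the brightest myb probe at -1.03, with another at 0.13, while gata2a was at 0.27. The second h1fx probe equals the paper's pair with the arrays exchanged. Exchanged WT and Tg columns of Table 3 stay open too, because 1 of the 3 genes has a probe at the paper's levels with the columns exchanged, that same probe. Among all 43553 probes 0 lay that close to the pairs of HD11 and hdac4 in either order. Within 0.1, 1 did for hdac4 in the paper's order and 1 exchanged, neither named hdac4. For HD11, 2 did in the paper's order and 3 exchanged. No biological explanation was tested.

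Some single probes were far brighter on the array labelled WT. Of 5 genes with a probe at least 8-fold brighter there and another probe bright enough to show 2-fold, 40.0% had another probe at least 2-fold brighter there too, while on the array labelled Tg this held for 9 of 9 genes (2 of 7 for the array labelled WT when any other probe above background is counted, the way it was counted first). For example, a cry4 probe was at 13.49 on the array labelled WT and 7.61 on the array labelled Tg while the other was at 11.14 and 11.15, and a csad probe was at 11.21 and 6.46 (not above background) while the other was at 9.56 and 8.96, both named after their values were seen. This is in line with a fault of single spots for some of these genes, but 5 genes are few, and for gad1b and cyp11a1.1, whose other probes are too dim, and for nxn, has3, hapstr1a and slc8a4b, which have 1 probe each, it could not be tested. Probes for different transcripts of a gene stay open as well.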
